A study of Homo sapiens with 6 samples.

How the data were processed

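The 6 libraries of the T HESC line were sequenced, 3 with nontargeting and 3 with EGR1 siRNA, each collected after 48 h of transfection that followed 48 h of growth, per the labels' protocols. Libraries were made from 250 ng of RNA with a stranded, poly(A)-directed kit, per the labels' protocols. The authors deposited 1 table of read counts per gene, whole numbers with no normalization, for 25343 genes named by symbol. Alignment used STAR with the GRCh37 (hg19) genome, per the submitters' processing notes. The STAR version, the counting program, the gene annotation and whether counting used strand are not given in the sources used here, so reads from overlapping or antisense genes and from close paralogs, such as ribosomal protein, histone and keratin genes, cannot be told apart with certainty. No column of other samples was present (0). Rows without an Entrez gene number held 0.838% to 0.895% of the counts and kept their symbols, so they stayed in the fit.

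Samples were grouped by the siRNA label. The libraries came from 3 independent experiments, per the labels. No pair of libraries agreed within counting noise: the chi-square per degree of freedom was 7.98 or more for every pair. Counts were analysed with edgeR 4.0.16 in R 4.3.3 after filterByExpr, which kept 12774 genes holding at least 99.9% of the counts, and TMM scaling, with factors between 0.991 and 1.01. The quasi-likelihood F test (robust, two-sided) compared the siRNA groups with Benjamini-Hochberg adjustment over all genes tested at 0.05. The SE of a log2 fold change is its size divided by the square root of F. Values per library are TMM-scaled CPM, and log2 fold changes of single experiments are differences of log2 CPM with a prior count of 2. A count of 3 in a library corresponds to 0.116 to 0.140 CPM.

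The main model, fixed in advance, has no block, since the labels give the experiment of each library but no statistical model. The experiment number was tested as a block because the labels tie it to a shared experiment. Over genes, the deviations from the group means of the same-numbered libraries correlated at 0.84, 0.53 and 0.69, and each library correlated best with the library of its own number, so the numbers pair the samples. The biological coefficient of variation was 18.4% without the block and 4.69% with it. Blocked values stand beside each result whose call they change. The fit without the block ignores the pairing and recovered 0% of simulated 1.5-fold changes. A gene that does not pass in it therefore cannot be read as unchanged.

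The 24 gene lists were fixed before the data were examined. They hold 678 different genes, of which 665 were in the table, with older symbols matched, and 572 were tested. Lists with at least 5 tested members were tested with camera in limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry, with Benjamini-Hochberg adjustment over lists. Genes are named by a rule fixed at the same time. It takes EGR1, then up to 12 genes with the largest rise and 12 with the largest fall among genes past the threshold with a mean of at least 1 log2 CPM and the same sign in the 3 experiments, up to 4 members per list with the smallest adjusted p, and 23 genes whatever their value. A gene that this rule names among the largest falls is not reported here.

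Short words in 3′ UTRs were examined because siRNAs can lower other transcripts through matches of 6 to 8 bases. Annotated 3′ UTRs came from GENCODE release 29, which is built on another genome version than the counts, so transcript sequences were used and no genomic coordinates are given. A 3′ UTR of at least 50 bases was found for 11703 tested genes (91.6%), and the others counted as not searched. For each of 16346 words of 7 bases found in at least 30 genes, log2 fold change was regressed on presence of the word with 3′ UTR length and GC content, with Bonferroni adjustment. Odds ratios were Mantel-Haenszel estimates over 5 length and 3 GC classes, with 95% intervals. The 6-base word CCACGT, shared by the strongest words, was chosen after they were seen. The words behind the main odds ratio were chosen on the other part of the genes from the part in which they were counted. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

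The gene test was tested on simulated counts for 12676 genes of this comparison, with 50 genes changed at each fold. Without the block it recovered 0% at 1.25-fold, 0% at 1.5-fold, 42% at 2-fold and 72% at 3-fold, with 0 unchanged genes among 57 calls. With the block it recovered 58%, 76%, 94% and 100%, and 20 of 184 calls (10.9%) were unchanged genes, above the nominal 5%. The word test found no word in 5 simulated sets without a planted word and ranked a planted word lowest in 5 of 5.

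The alternatives were DESeq2 size factors or library size alone for scaling, no low-count filter or a CPM of at least 1 in 3 libraries, DESeq2 1.42.0 or limma voom as the test, the replicate block, leaving out each library or experiment, a threshold of 0.01, a fold of at least 2 and glmTreat at 1.5-fold. Those chosen after seeing the data are named as such in the closing section.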

Results

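Gene expression was measured by RNA sequencing in T HESC, an immortalised line of human endometrial stromal cells, the fibroblast-like cells of the uterine lining. The cells had been transfected for 48 h with a small interfering RNA (siRNA) against EGR1, a zinc finger transcription factor induced early after growth stimulation, or with a nontargeting siRNA. Each group had 3 libraries, and the labels number the 3 independent experiments from which they came, with 1 library of each group per experiment. Total gene counts were 23729242, 23896970 and 24751063 in the nontargeting libraries of experiments 1, 2 and 3, and 21918847, 21504113 and 25941714 in the EGR1 siRNA libraries. The single comparison of the design asked which transcripts depend on EGR1 in these cells.

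EGR1 mRNA fell in every experiment. It was 62.0 ± 2.33 CPM (counts scaled to library size; SD, n = 3) with nontargeting siRNA and 6.10 ± 3.53 CPM (SD, n = 3) with EGR1 siRNA, a log2 fold change of -3.35 (SE 0.37; adjusted p = 0.0199, edgeR quasi-likelihood test). The change was smallest in experiment 1, at -2.64, and was -3.81 and -3.96 in experiments 2 and 3. With the experiment as a block it was -3.39 (adjusted p = 0.0146). NAB2, a co-repressor of EGR proteins and a known EGR1 target, fell with it from 66.0 ± 1.35 to 42.4 ± 2.05 CPM (SD, n = 3), a log2 fold change of -0.64 (SE 0.08; adjusted p = 0.0239).

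Most of the large changes were decreases. Of 12774 genes tested, 142 were lower and 10 higher with EGR1 siRNA, and all 152 had the same sign in the 3 experiments. Among them 60 were lower and 1 was higher by at least 2-fold. CALU, which encodes the calcium-binding secretory pathway protein calumenin, fell from 1834 ± 121 to 464.0 ± 110.4 CPM (SD, n = 3), a log2 fold change of -1.98 (SE 0.19; adjusted p = 0.0128). Other genes among the 12 largest falls were ZNF367, a zinc finger gene (log2 fold change -1.98), ITPK1, an inositol phosphate kinase gene (-1.80), PRKAR2B, a regulatory subunit of protein kinase A (-1.75), LFNG, a glycosyltransferase that modifies Notch (-1.71), and NPR3, the natriuretic peptide clearance receptor (-1.70). COLGALT1, a collagen galactosyltransferase gene (-1.64), ADAM19, a membrane metalloprotease gene (-1.62), MAK16 (-1.59) and CCDC117 (-1.55) were also among them, and adjusted p lay between 0.0114 and 0.0423 for the genes named here. The 10 genes that rose changed less. They were STK38L, a kinase gene related to the Hippo pathway (1.02), SERPINB7 (0.77), FAM199X (0.77), SGPL1, which encodes sphingosine-1-phosphate lyase (0.66), SESN1 (0.63), AMMECR1 (0.57), PLEKHA8 (0.56), ARHGDIB (0.53), HIPK3 (0.50) and HDHD2 (0.48), with adjusted p between 0.0199 and 0.0490.

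With the experiment as a block, 2120 genes were lower and 1839 higher, including all 152 genes called without it, and the median absolute log2 fold change of the called genes was 0.29 in place of 0.91. The share of lower genes among the calls was 93.4% without the block and 53.5% with it. The count of 152 calls fell to 0 without any single library of experiment 2 or 3, and was 1579 without experiment 1. In the annotated 3′ UTR, 81 of 137 genes called lower without the block (59.1%, EGR1 left out) held the 6-base word CCACGT, against 13.3% of genes called in neither fit and 1 of the 10 genes that rose. Among the 11 largest falls after EGR1, 9 held it, the exceptions being ZNF367 and LFNG. With all genes that hold this word left out, no gene passed without the block (1191 of 10913 had an unadjusted edgeR p under 0.05), and 1625 were higher and 1441 lower with it. The fold changes and SEs of the remaining genes were as before, and only the adjustment over fewer small p-values changed. Of the genes named below, CEBPB, CCND1, MKI67, IFIT1, ENO2, THY1, AMOTL1 and LSS hold the word in addition to those marked so in the text.

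**Figure D1:**
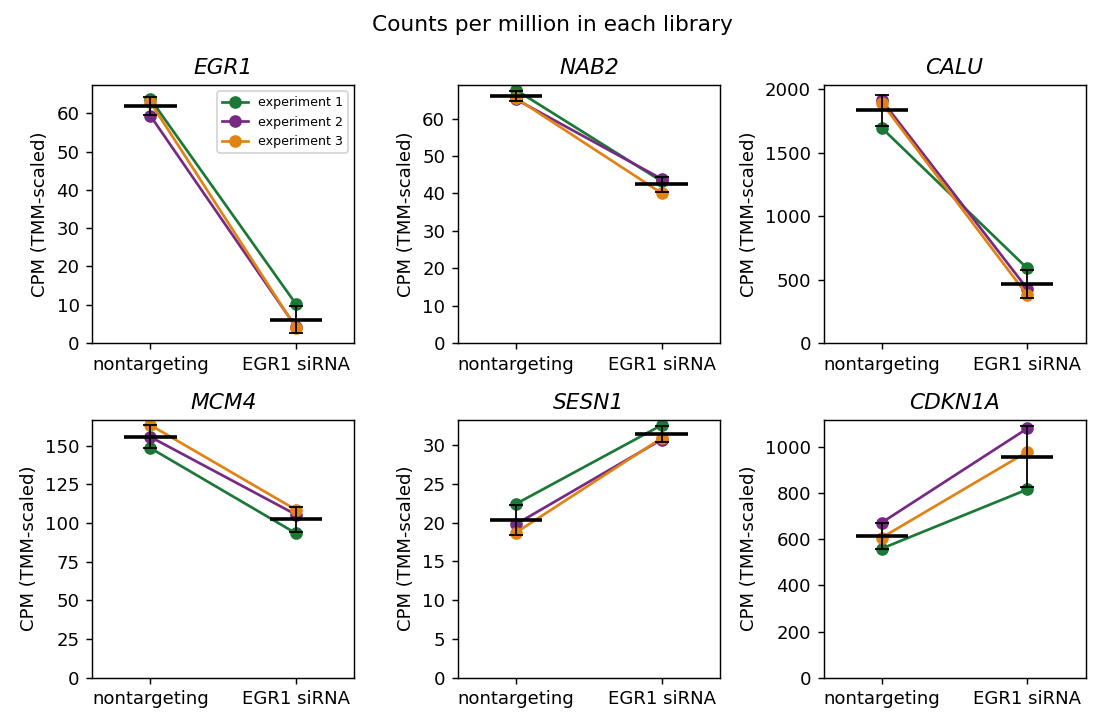
TMM-scaled CPM (vertical axes, from 0) of 6 genes with nontargeting and EGR1 siRNA; points are single libraries, lines join the libraries of an experiment, and black bars are the mean and SD of 3 libraries. EGR1 falls from a mean of 62.0 to 6.10 CPM and NAB2 from 66.0 to 42.4 CPM, while SESN1 is higher with EGR1 siRNA in each experiment.

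Fixed gene lists were then examined, each with the number of members past the threshold over all genes, without and with the block. For the EGR family and NAB co-repressors, 2 of 6 tested members fell without the block (EGR1 and NAB2) and 4 with it, and 4 were lower when adjusted over the list alone. NAB1 had a log2 fold change of -0.57 (adjusted p = 0.164, 2.71e-05 with the block) and EGR3 of -1.40 (adjusted p = 0.195, 3.29e-04 with the block), and the 3′ UTRs of both hold the 6-base word. EGR2 was at -0.15 (SE 0.19) and passed in neither fit. The EGR family list includes EGR1, the siRNA target, and was not tested without it. Its list tests therefore cannot separate a fall of the family from the knockdown itself. In a competitive test with a preset correlation (camera) the list was lower than other genes (adjusted p = 2.03e-04, 0.00447 with the block). That call was lost with an estimated correlation (adjusted p = 0.449). The same loss met each of the 7 lists that passed camera without the block and each of the 11 that passed with it. For p53 targets the estimated correlation, 0.00918, was below the preset 0.01. Even so, the unadjusted camera p rose from 2.20e-05 to 0.0128 without the block. A larger correlation cannot account for that rise. A loss in this setting therefore does not by itself show that gene correlation made the call. Fry, which does not compare a list with other genes, passed 3 lists without the block. They were the EGR family, again with EGR1 included, textbook EGR1 targets and p53 targets. With the block fry passed 5, each at an adjusted p of 0.0489: the EGR family, decidualization, G2/M, p53 targets and cholesterol synthesis. Textbook EGR1 targets no longer passed (0.0798). Camera with the preset correlation passed 4 to 9 lists in the other 9 splits of these libraries, against 7 in the comparison of the siRNA groups.

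The cell cycle lists came next. In the list of G1/S and DNA replication genes, 3 of 42 tested members fell without the block, 6 when adjusted over the list alone, and 33 with the block, and no member rose in any of these (camera adjusted p = 4.32e-09; 0.654 with an estimated correlation). GINS1, a subunit of the replicative helicase complex, fell by 0.86 on the log2 scale (SE 0.13; adjusted p = 0.0383), MCM4, a subunit of the same helicase, by 0.60 (SE 0.10; adjusted p = 0.0430), and UHRF1, a maintenance methylation factor, by 0.65 (SE 0.10; adjusted p = 0.0430). The 3′ UTRs of MCM4 and UHRF1 hold the 6-base word, and with such genes left out 26 of 34 members were lower with the block. MCM3 was at -0.70 (adjusted p = 0.117, 2.74e-07 with the block). CCND1, which encodes cyclin D1, was at -0.23 (adjusted p = 0.677, 7.61e-04 with the block).

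No member of the G2/M and mitosis list passed without the block, over all genes or adjusted over the list alone, and 29 of 41 were lower and 0 higher with it (camera adjusted p = 1.13e-07; 0.449 with an estimated correlation). FOXM1, a transcription factor of mitotic genes, had a log2 fold change of -0.52 (adjusted p = 0.183, 4.73e-06 with the block) and KIF20A, a mitotic kinesin, of -0.34 (adjusted p = 0.194, 4.87e-05 with the block). MKI67, a proliferation marker, was at -0.62 (SE 0.86) and passed in neither fit. Its level differed more between experiments than between groups: 209 and 157 CPM in experiment 1, and between 21.3 and 63.6 CPM in the other 4 libraries. The libraries of experiment 1 also stood apart on the first principal component, which held 58.4% of the variance, and the siRNA groups parted on the second, with 24.6%.

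The next list holds genes activated by p53, the DNA damage-responsive tumour suppressor. SESN1 was the single member of 28 to pass without the block, 5 were higher and 1 lower when adjusted over the list alone, and 15 were higher and 1 lower with the block (camera adjusted p = 1.26e-04; 0.295 with an estimated correlation). CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21, was 613 ± 56.5 CPM with nontargeting and 959 ± 133 CPM with EGR1 siRNA (SD, n = 3), a log2 fold change of 0.64 (SE 0.14; adjusted p = 0.105). With the block it rose by 0.64 (SE 0.04; adjusted p = 2.20e-07), and its 3′ UTR holds the 6-base word. ZMAT3 was at 0.50 (adjusted p = 0.0963, 1.58e-06 with the block), and EDA2R, the lower member, at -0.79 (adjusted p = 0.155, 5.91e-05 with the block).

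Textbook EGR1 targets moved in both directions. Of 20 tested, only NAB2 passed without the block, 2 were higher and 4 lower when adjusted over the list alone, and 6 were higher and 9 lower with the block (camera adjusted p = 0.395, 0.343 with the block). The list was on the lower side of other genes in camera, and on the higher side when members shared with another list were left out (6 members, adjusted p = 0.158). F3, which encodes tissue factor, was at -0.43 (adjusted p = 0.0879, 1.85e-05 with the block) and VEGFA, an angiogenic growth factor gene whose 3′ UTR holds the 6-base word, at -0.61 (adjusted p = 0.115, 1.62e-05 with the block). CDKN1A, described above among p53 targets, is also a member of this list and was at 0.64 (adjusted p = 0.105, 2.20e-07 with the block). Of 24 other immediate early genes, none passed without the block, 1 was higher and 4 lower when adjusted over the list alone, and 5 were higher and 10 lower with the block (camera adjusted p = 0.0978, 0.0260 with the block). Without the block the list passed when members shared with another list were left out (adjusted p = 0.00800), without nontargeting library 2 (0.0488) and without EGR1 siRNA library 3 (0.0303), and the whole list did not pass with an estimated correlation (0.654, 0.518 with the block). JUND was at -0.55 (adjusted p = 0.139, 1.30e-06 with the block), JUNB at -0.47 (adjusted p = 0.137, 3.59e-04 with the block), and CYR61, a matricellular gene, at 0.40 (adjusted p = 0.176, 9.06e-06 with the block). FOS was at -0.69 (SE 0.38; adjusted p = 0.550, 0.0109 with the block) and JUN at -0.04 (SE 0.09), past the threshold in neither fit.

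Among markers and regulators of decidualization, the differentiation of stromal cells for implantation, several had few counts. PRL had no count in 5 libraries and 1 in the EGR1 siRNA library of experiment 2. WNT4 had no count in the nontargeting libraries and 2, 1 and 1 with EGR1 siRNA, and FOXO1 between 4 and 14 counts, so that these genes and EGR4, with 1 count in all, were not tested. Of 26 tested members of the list, none passed without the block, and 1 was higher when adjusted over the list alone. With the block 3 were higher and 12 lower. Camera gave an adjusted p of 0.130, 0.0406 with the block, and 0.0439 without EGR1 siRNA library 1. The blocked call was lost with an estimated correlation (adjusted p = 0.518). STAT3, a transcription factor downstream of cytokine receptors, was at 0.43 (adjusted p = 0.0770, 6.60e-06 with the block) and HOXA10, a uterine homeobox gene, at 0.31 (adjusted p = 0.290, 0.00377 with the block). IGFBP1, a decidual secretory product, was at -1.07 on about 1.03 CPM (SE 0.40; adjusted p = 0.333, 0.0318 with the block). It was at -0.60 without nontargeting library 1, and with the block and experiment 1 left out at -0.51 (adjusted p = 0.352). BMP2 was at -0.37 (adjusted p = 0.569, 0.0109 with the block). HAND2 (-0.18, SE 0.16) and PGR, the progesterone receptor gene (-0.16, SE 0.28), passed in neither fit, and CEBPB was at -0.17 (adjusted p = 0.537, 0.0290 with the block). Of 40 Wnt and BMP signalling genes none passed without the block, 1 was higher and 1 lower when adjusted over the list alone, and 10 were higher and 12 lower with the block (camera adjusted p = 0.316, 0.213 with the block). ID1, a target of BMP signalling, was at -0.94 (adjusted p = 0.196, 7.60e-08 with the block) and FZD6, a Wnt receptor gene, at 0.37 (adjusted p = 0.0879, 2.34e-05 with the block).

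Matrix genes and their proteases were more often lower than higher with the block. Of 43 fibrillar and basement membrane matrix genes none passed without the block, over all genes or adjusted over the list alone. With it, 18 were lower and 1 higher. Camera gave an adjusted p of 0.143, 0.00207 with the block, and 6.07e-04 without EGR1 siRNA library 1. The blocked call was lost with an estimated correlation (adjusted p = 0.626). LOXL2, a collagen crosslinking enzyme whose 3′ UTR holds the 6-base word, was 917 ± 290 CPM with nontargeting and 254 ± 107 CPM with EGR1 siRNA (SD, n = 3), a log2 fold change of -1.85 (adjusted p = 0.0745, 1.69e-10 with the block). BGN, a proteoglycan gene, was at -0.38 (adjusted p = 0.432, 1.84e-05 with the block). ADAM19 was the member of 32 matrix proteases and inhibitors to pass without the block, 2 were lower when adjusted over the list alone, and 3 were higher and 12 lower with the block (camera adjusted p = 0.0380; 0.654 with an estimated correlation and 0.122 with genes holding the 6-base word left out). That list did not pass without nontargeting library 1 (0.106) or 2 (0.105) or EGR1 siRNA library 3 (0.0761). CTSL, the cathepsin L gene, was at -0.47 (adjusted p = 0.0731, 2.88e-06 with the block). Of 31 TGF-beta and YAP responsive genes none passed without the block, over all genes or adjusted over the list alone, and 7 were higher and 10 lower with it (camera adjusted p = 0.673, 0.558 with the block), among them AMOTL1 at -0.56 (adjusted p = 0.176, 2.88e-06 with the block). Smooth muscle genes gave 0 of 20 without the block by either adjustment, and 5 higher and 1 lower with it (camera adjusted p = 0.501, 0.213 with the block). ACTA2, the smooth muscle actin gene, was at 0.16 (adjusted p = 0.917, 0.0133 with the block).

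Metabolic and stress lists differed in direction. Of 25 genes of cholesterol synthesis and uptake none passed without the block, over all genes or adjusted over the list alone, and 15 were higher and 1 lower with it (camera adjusted p = 0.00270; 0.743 with an estimated correlation, 0.224 without EGR1 siRNA library 2 and 0.123 without nontargeting library 3), among them LSS, the lanosterol synthase gene, at 0.30 (adjusted p = 0.320, 1.07e-04 with the block). Of 34 ATF4 and unfolded protein response genes none passed without the block by either adjustment, and 10 were lower and 0 higher with it. Camera gave an adjusted p of 0.143, 0.0479 with the block, 0.0131 without EGR1 siRNA library 1 and 0.0219 without nontargeting library 2. The blocked call was lost with genes holding the 6-base word left out (0.0968) and with an estimated correlation (0.626). Among the lower genes was DDIT3, a stress-induced transcription factor gene, at -0.68 (adjusted p = 0.325, 1.21e-05 with the block). In the hypoxia and glycolysis list ENO2, a neuronal-type enolase gene, fell by 0.73 on the log2 scale (SE 0.09; adjusted p = 0.0201) and SLC2A3, a glucose transporter gene, by 0.88 (SE 0.11; adjusted p = 0.0228). Of its 32 members 1 was higher and 3 lower when adjusted over the list alone, and 9 were higher and 8 lower with the block (camera adjusted p = 0.986, 0.481 with the block); the list's median was 0.06 and its mean -0.01. Ribosomal protein genes gave 0 of 64 without the block by either adjustment, and 38 higher and 0 lower with it, at a median log2 fold change of 0.13 (camera adjusted p = 1.26e-04; 0.769 with an estimated correlation, 0.455 without nontargeting library 1 and 0.0761 without EGR1 siRNA library 3). RPS7 was at 0.26 (adjusted p = 0.551, 4.13e-04 with the block). Of 12 replication-dependent histone genes none passed without the block by either adjustment and 1 was higher with it, HIST2H2BE at 0.30 (adjusted p = 0.517, 0.0390 with the block; camera adjusted p = 0.809). The library kit was poly(A)-directed, so these counts cannot give the level of histone transcripts without a poly(A) tail. The mitochondrially encoded mRNAs were not analysed here.

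Immune lists and markers of other cell types were also counted. Of 29 interferon-stimulated genes none passed without the block by either adjustment, and 2 were higher and 4 lower with it (camera adjusted p = 0.986, 0.607 with the block). IFIT1 was at -0.07 (SE 0.22) and DDX58, which encodes the RNA sensor RIG-I, at 0.45 (adjusted p = 0.130, 4.80e-04 with the block). SOD2, the mitochondrial superoxide dismutase gene, fell by 0.81 on the log2 scale (SE 0.11; adjusted p = 0.0286) as the single NF-kB list member of 14 past the threshold; its 3′ UTR holds the 8-base word ACCACGTA. In that list 1 gene was higher and 4 lower when adjusted over the list alone, and 2 were higher and 7 lower with the block (camera adjusted p = 0.143, 0.188 with the block). Of 18 endometrial stromal markers none passed without the block, 1 was lower when adjusted over the list alone, and 1 was higher and 6 lower with the block (camera adjusted p = 0.245, 0.139 with the block); THY1, a stromal surface marker, was at -0.43 (adjusted p = 0.0788, 5.04e-06 with the block). None of 9 epithelial, 6 endothelial and 5 leukocyte markers passed without the block by either adjustment. With it, 1 epithelial marker was higher, KRT19 at 0.22 (adjusted p = 0.644, 0.00437 with the block). Also with it, 1 was lower, KRT18 at -0.42 (adjusted p = 0.601, 0.00609 with the block). The block also called 1 endothelial marker higher (TEK) and 1 lower (FLT1), and among leukocyte markers 2 higher (PTPRC and SRGN) and 1 lower (CD68). Camera adjusted p without the block was 0.986, 0.809 and 0.809 for the epithelial, endothelial and leukocyte lists.

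**Figure D2:**
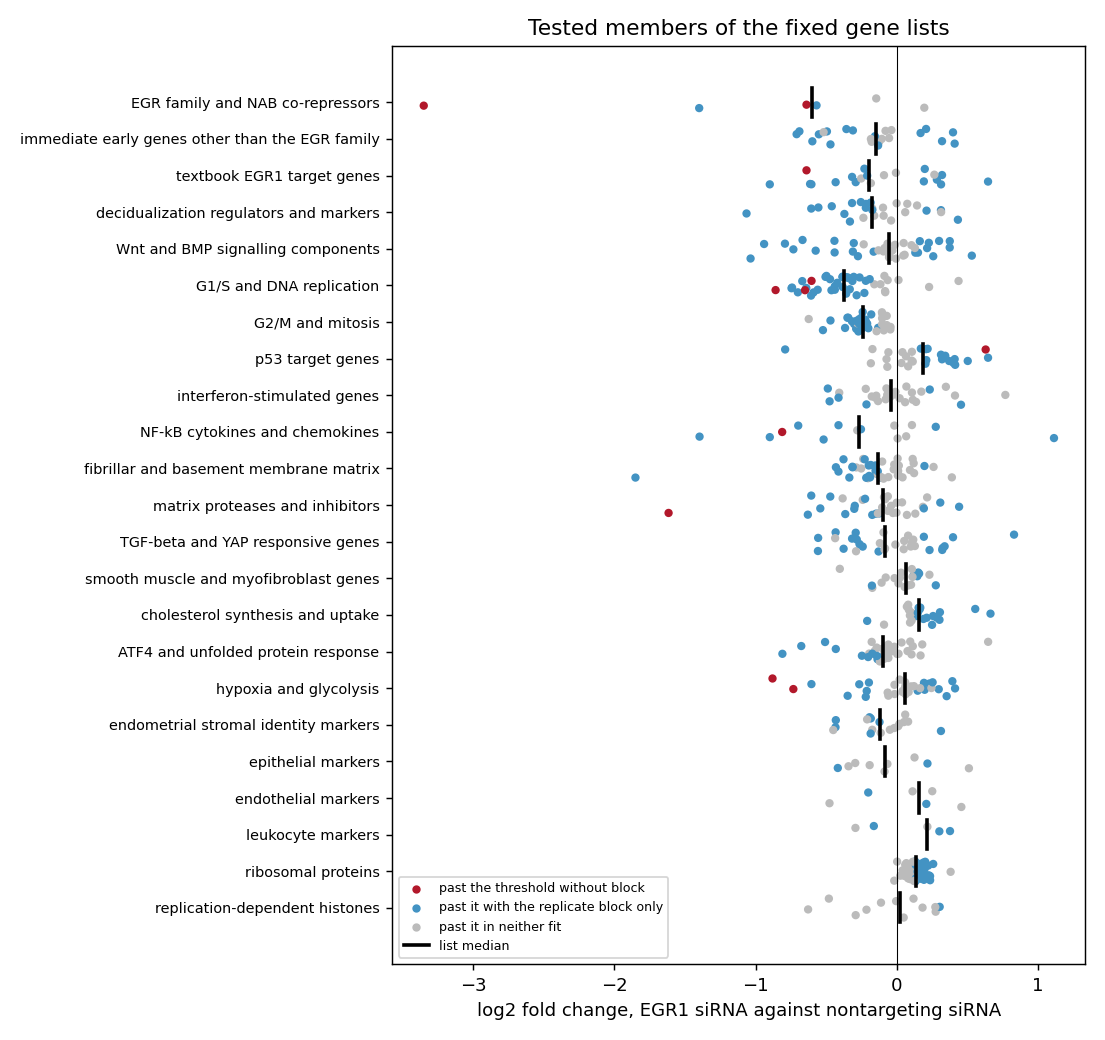
Log2 fold change of EGR1 siRNA against nontargeting siRNA (horizontal axis) for each tested member of the fixed gene lists (rows); red points passed the threshold without the block, blue points with it only, grey points in neither fit, and black bars are list medians. The G1/S and G2/M members lie mostly below 0, with 33 of 42 and 29 of 41 lower with the block, and the ribosomal protein genes lie mostly above 0.

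**Figure D3:**
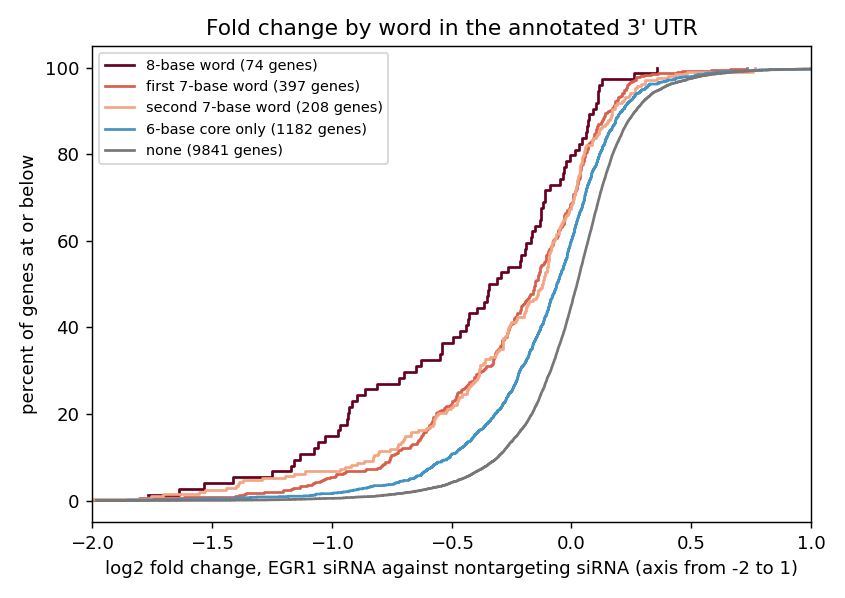
Cumulative percent of genes (vertical axis) at or below each log2 fold change (horizontal axis, drawn from -2 to 1) by the word found in the annotated 3′ UTR, EGR1 left out. The median is -0.33 for the 74 genes with the 8-base word ACCACGTA, -0.16 and -0.12 for the 397 and 208 genes with its first and second 7 bases, -0.06 for the 1182 genes with the 6-base word CCACGT alone, and 0.02 for the 9841 genes with none of them.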

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

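The fits that leave out an experiment under the block, that use DESeq2 or limma voom with the block, that leave out genes holding the 6-base word, or that estimate the list correlation or run fry with the block were chosen after seeing the data. The counts were 142 lower and 10 higher genes. They stayed within 1.5 times this with DESeq2 size factors, library size alone, limma voom and the stricter filter, and for lower genes without a low-count filter (5 higher). DESeq2 gave 101 higher and 386 lower. The replicate block gave 1839 and 2120, DESeq2 with the replicate block 887 and 1280, and limma voom with it 1850 and 2095. With the replicate block and experiment 1, 2 or 3 left out, the counts were 2084, 1355 and 939 higher and 2525, 1733 and 1390 lower. Without single libraries they ranged from 0 to 13 higher and from 0 to 206 lower: 1 and 73 without the nontargeting library of experiment 1, 13 and 206 without its EGR1 siRNA library, and 0 without any library of experiment 2 or 3 (1002 to 1168 genes with an unadjusted edgeR p under 0.05). Without experiment 1 they were 481 and 1098, and 0 and 0 without experiment 2 or 3 (486 and 615 genes unadjusted). All 152 genes kept their sign in every one of these fits. With genes holding the 6-base word left out, 0 and 0 passed, and 1625 and 1441 with the replicate block. An adjusted p of 0.01 left 0 and 0, a fold of at least 2 left 1 and 60, and glmTreat 0 and 0, or 7 and 129 with the replicate block.

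EGR1 kept its direction throughout. Its log2 fold change ranged from -3.93 to -3.10 without single libraries or experiments, and the adjusted p rose above 0.05 without any library of experiment 2 or 3 (0.110 to 0.135) or without either of these experiments (0.897 and 0.615). It was -3.39 with the replicate block, and -3.22 and -3.13 with the replicate block and experiment 2 or 3 left out (adjusted p = 0.160 and 0.0956). With genes holding the 6-base word left out it was -3.35 as before, at an adjusted p of 0.0585, since only the adjustment over fewer small p-values changed. Over all its alternatives the adjusted p ranged up to 0.897 and was lowest, printed as 0, with the replicate block and experiment 1 left out.

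Of lists past the test there were 7, then 0 with an estimated correlation with or without the replicate block, 3 with fry and 5 with fry and the replicate block, 11 with camera and the replicate block, and 5 to 10 without single libraries. Except for EGR1, values of named genes kept direction and side of the threshold in 1812 comparisons with an alternative, gained a call in 528, lost it in 220 and turned sign in 13. The genes that turned sign passed the threshold in neither fit, except ACTA2, which passed with the block. They were CD163 without experiment 1 (0.027, and 0.046 with the replicate block), EGR2 without the EGR1 siRNA library of experiment 1 (0.014) or without experiment 1 (0.039, and 0.041 with the replicate block), JUN without EGR1 siRNA library 2 (0.0071), PGR without EGR1 siRNA library 3 (0.017), MKI67 without nontargeting library 1 (0.28), IFIT1 without nontargeting library 1 (0.13) or EGR1 siRNA library 2 (0.031) or 3 (0.0053), and ACTA2 without nontargeting library 1 (-0.0079) or EGR1 siRNA library 3 (-0.030). Without single libraries or experiments these genes reached -0.71 (CD163), -0.31 (EGR2), -0.089 (JUN), -0.48 (PGR), -2.01 (MKI67), -0.26 (IFIT1) and 0.39 (ACTA2) at the other end of their ranges. The cause of these shifts was not tested. With the replicate block and an experiment left out in turn, calls of that fit among the genes the text names were lost, besides EGR1, for ACTA2, ADAM19, BMP2, CALU, CD68, CEBPB, FLT1, FOS, HIST2H2BE, IGFBP1 and TEK. PRL, WNT4, EGR4 and FOXO1 had too few counts to test.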

Other observations

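The tests of a common scale factor, of the 6-base word as the whole cause, of the blocked splits for the count of genes and of both explanations for experiment 1 were chosen only after the results were seen, and so was the 6-base word CCACGT itself.

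Most genes called without the block were lower, and words in their 3′ UTRs moved with the fold change. Of 16346 words of 7 bases, 30 went with lower log2 fold changes and 0 with higher ones, led by ACCACGT in 471 genes and CCACGTA in 300, which share CCACGT. Words chosen on the other part of the genes were held by 76.8% of lower-called and 30.9% of uncalled genes (odds ratio 5.25, 95% interval 3.44 to 8.03; 2.02, 1.81 to 2.26, for genes lower with the block, and 0.75, 0.66 to 0.85, for genes higher with it), a result consistent with off-target lowering by the siRNA through short 3′ UTR matches. For calls made without the block, the 6-base word in a gene's own annotated 3′ UTR does not cover the whole lower majority. Of such calls in genes lacking it, 86.2% were also lower (56 lower and 9 higher; 95% interval 75.3 to 93.5, genes taken as independent). With genes holding the word left out, 0 genes passed without the block. Whether genes lacking the word fell as a result of falls in genes holding it was not tested, so the word as the whole cause stays open. The lower majority among genes lacking the word does not extend to the fit with the block, in which they were 1407 lower and 1586 higher. One wrong scale factor for all genes cannot be the whole cause, since it leaves both tails balanced about the median. Of all tested genes at least 2-fold from the median, 77.6% lay below (132 below and 38 above; 95% interval 70.6 to 83.7, genes taken as independent). Of the 30 words, 8 lie in the EGR1 mRNA (26.7%, 95% interval 12.3 to 45.9), against 15.7% of all words. Those 8 include ACCACGT and CCACGTA, and the others of the 30 do not lie in it. Many of the 30 overlap in CCACGT, so an interval that takes words as independent cannot decide whether they come from EGR1. Open are a part played by scaling, the siRNA sequence, which was not used here, whether the words come from EGR1, and loss of activation by EGR1.

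For that last explanation, textbook EGR1 targets had a median log2 fold change of -0.20 over 20 genes and an unadjusted value of 0.257 in the limma camera test. The list was lower with limma fry (adjusted value 0.0285), which does not compare it with other genes, and not with the block (0.0798). In camera with genes holding the 6-base word left out, chosen after seeing the data, the list was lower at an unadjusted value of 0.0341, under 0.05. It did not pass after adjustment over lists (0.0961), and with the block it passed by neither value (unadjusted 0.0515, adjusted 0.103). With members shared with another list left out, the direction turned to higher (6 members, unadjusted value 0.0755), so the explanation stays open. For a part played by scaling the median of all genes, 0.0084, decides nothing, because TMM centres it. The 8-base word with the lowest t, AACCACGT, is not in the EGR1 transcript, but it contains ACCACGT, which is. Its absence therefore decides nothing about an origin from EGR1. Of all 8-base words tested, 4.64% lie in the EGR1 transcript. Of the 10 such words with the lowest t only ACCACGTA, the second, does. It occurs 1 time, at bases 1761 to 1768 of 3138, inside the coding sequence (bases 273 to 1904). When the regression was run only on genes whose 3′ UTR lacks the 6-base word, 4 words still went with lower values, ATTGGTA, ACACGTA, CACGTAT and ATCCTCT. Of genes lower with the block, 31.4% held the core, and of genes higher with it, 9.58%.

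With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split called 152 genes and the highest other 0, in 1 of 10 splits. With the block, 4 splits part all 3 pairs; the real split called 3959 genes and the highest other 0, in 1 of 4. The list test passed 7 lists in the real split and 9 in the highest other, so that 2 of the 10 splits gave as many; that split set the nontargeting libraries of experiments 1 and 2 with the EGR1 siRNA library of experiment 2 against the rest. With the block the real split passed 11 lists and the highest other 6, in 1 of 4 splits.

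The libraries of experiment 1 stood apart from the others, with 3434 genes higher and 3291 lower than in experiments 2 and 3. Its 2 libraries come from 1 experiment and deviated together (correlation 0.84), so they are not independent replicates in these counts. Sequencing depth is not the cause, because both totals of experiment 1, 23.7 M and 21.9 M counts, lie inside the range of the other 4 libraries (21.5 M to 25.9 M). Another share of dividing cells may play a part. In camera the G2/M list gave p = 0.447 with an estimated correlation at a median log2 difference of -0.17 (0.0227 with the preset correlation). The G1/S list gave p = 0.203 at -0.47 (9.47e-09 with the preset correlation). Single proliferation genes went both ways. MKI67 (2.20), CENPE (3.11) and CENPF (2.22) were higher there, and BIRC5 (-0.73) and CDC20 (-0.64) were lower. The explanation stays open. No cause other than depth and dividing cells was tested, and the differences were not compared with transcript length. The estimated correlation was chosen after the preset value for G2/M had been seen. Matrix genes had a median difference of 0.59 and ribosomal protein genes of -0.36. No biological difference between the experiments is named in the labels.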
